A study of Arabidopsis thaliana with 30 samples.

How the data were processed

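RNA was measured by sequencing in 15 libraries from Arabidopsis thaliana inflorescences. Per the labels, plants carried a SHP2 promoter driving GAL4 and a GAL4-responsive triple Ypet (a yellow fluorescent protein, YFP), crossed into an ap1 cal background with AP1 fused to the glucocorticoid receptor. Protoplasts, which are cells without walls, were sorted by fluorescence into YFP-positive (YFP-POS), YFP-negative (YFP-NEG) and all sorted cells (ALL-SORT), and whole inflorescences were frozen without sorting (NO-SORT). Each library was sequenced in 2 lanes with single-end reads of 125 cycles from a strand-specific preparation, so the 30 samples of the series are 15 libraries run in 2 lanes each.

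The authors deposited the values as tables of counts, one table for NO-SORT and ALL-SORT and one for YFP-NEG and YFP-POS. The values were whole numbers with differing totals and were taken as raw counts per locus, without normalization. Both tables held the same 33602 loci in the same order, with one column for each biological replicate. The labels name no aligner, counting tool, genome build or annotation, and they do not say how the lanes were combined or whether the counting used the strand. Columns were mapped to groups and replicate numbers by their names, and no column was left unmapped. Gene symbols and overlapping neighbours were taken from the TAIR10.1 annotation of RefSeq by locus tag, which matched 32835 loci (97.7%). No coordinates were used. Reads of a gene that overlaps another locus, or that has close copies, can have been split or shared by the authors' counting, so such genes are named as uncertain.

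The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with filterByExpr at its defaults, TMM scaling and Benjamini-Hochberg (BH) adjustment over all genes tested. Only the libraries of the groups compared entered each fit. All adjusted p-values of single genes come from this test unless another tool is named. A gene was called at an adjusted p under 0.05. A stricter set required an adjusted p under 0.001 and at least a 4-fold change. Standard errors (SE) of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Levels are CPM from the cpm function of edgeR after TMM scaling over all 15 libraries and are given as mean ± SD over biological replicates.

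Gene lists were tested with camera of limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01, a 2-sided test and BH adjustment over the lists of a comparison. The lists were written from general knowledge of the field: 18 genes of the medial gynoecium, 10 of lateral organ parts, 12 of stamens and petals, and 15 that respond to stress. All 8 genes with a REM symbol in the annotation formed another list. The named genes followed a rule. For YFP-POS against YFP-NEG and for ALL-SORT against NO-SORT, the 5 genes with the largest change in each direction were taken among those at an adjusted p under 0.001, with CPM ranges that do not overlap between the groups and a mean of at least 10 CPM in the higher group. SHP2, AP1, CAL and list members were named as well. Groups, tests, lists, the naming rule and the processing alternatives were fixed before the data were examined.

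The alternatives were RLE, upper-quartile and library-total scaling, no low-count filter, a filter of 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma-voom, the replicate number as a block, all 15 libraries in the fit, organelle loci left out, an adjusted p under 0.01, fry and camera with an estimated correlation for lists, and each library left out in turn. Treating each lane as a library was not run, since the columns hold no lanes.

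The labels number the biological replicates from 1 in each group. Deviations from the group means were compared across genes between libraries with the same number to see whether the numbers pair the sorted libraries. The correlations were 0.183, 0.280 and 0.294 for YFP-POS with YFP-NEG, between 0.124 and 0.350 for YFP-NEG with ALL-SORT, and between 0.363 and 0.437 for YFP-POS with ALL-SORT. All lay above the limit of 0.1 set for pairing, so the blocked value is printed where it changed a call or moved a count by over 1.5 times. Genes are not independent replicates in these correlations.

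The scripts were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. For YFP-POS against YFP-NEG, 86.0% of the 200 genes were called and 8.51% of the calls were unchanged genes. The shares were 83.5% and 4.57% for ALL-SORT against NO-SORT, 82.5% and 5.71% for YFP-NEG against ALL-SORT, and 65.5% and 7.09% for YFP-POS against ALL-SORT. Calls were made at an adjusted p under 0.05, and the share of unchanged genes was above that level except for ALL-SORT against NO-SORT. Simulated genes were independent, without pairs or mixed libraries, and far fewer changed than the 9184 called in YFP-POS against YFP-NEG. These shares thus need not hold for the real comparisons.

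No count in any library was found for 8601 loci. Intervals on ratios cover counting error only. GC content and gene length were not analysed here. No pair of libraries of 1 group agreed within sampling noise, with chi-square per degree of freedom from 5.85 to 98.8, so each library was counted once.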

Results

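The series compared cells that express a reporter of the SHP2 promoter with cells that do not, in Arabidopsis thaliana inflorescences. SHP2 is a MADS-domain transcription factor gene, and its promoter marks the medial domain of the developing gynoecium, the female organ of the flower. YFP-POS had 3 biological replicates, and YFP-NEG, ALL-SORT and NO-SORT had 4 each. ALL-SORT cells went through cell wall digestion and the sorter without selection for YFP, and NO-SORT inflorescences were frozen whole. This pair was used for the effect of making and sorting protoplasts. Same-numbered libraries of these groups did not deviate together, so differences between collections can enter the comparison as well. Total counts per library ranged from 14941768 to 16692127 in NO-SORT, from 13422821 to 15774591 in YFP-NEG and from 13969774 to 19011084 in YFP-POS. In ALL-SORT they ranged from 12644721 in replicate 3, the shallowest of all libraries, to 21027032 in replicate 4, the deepest. Organelle loci held 1.08 ± 0.143% of the counts in NO-SORT (n = 4) and 1.39 ± 0.299% in YFP-NEG (n = 4), with ALL-SORT and YFP-POS between them.

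Libraries of YFP-POS, YFP-NEG and NO-SORT were most alike within their group, apart from NO-SORT replicate 1 and ALL-SORT replicate 4. Across genes, Pearson's r of log2 CPM was 0.967 to 0.988 within NO-SORT, 0.977 to 0.979 within YFP-NEG and 0.967 to 0.977 within YFP-POS. Between YFP-POS and YFP-NEG it was 0.888 to 0.927. Within ALL-SORT it was 0.944 to 0.978, and between YFP-NEG and ALL-SORT it was 0.936 to 0.975. ALL-SORT replicate 4 correlated with NO-SORT replicate 1 at 0.978, above its r with the other NO-SORT libraries, at most 0.956, and with the other ALL-SORT libraries, at most 0.963. Genes are not independent replicates in these values. The first principal component held 44.8% of the variance and placed the NO-SORT libraries at -96.6 ± 6.65 (SD, n = 4) and the YFP-NEG libraries at 42.0 ± 7.18 (n = 4). ALL-SORT replicates 1 to 3 lay at 34.7, 52.8 and 43.9, and ALL-SORT replicate 4 lay at -30.1. The second component held 29.4% and separated YFP-POS at 88.7 ± 24.4 (n = 3) from YFP-NEG at -51.7 ± 6.64 (n = 4), with ALL-SORT between them at -13.3 ± 9.87 (n = 4).

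**Figure D1:**
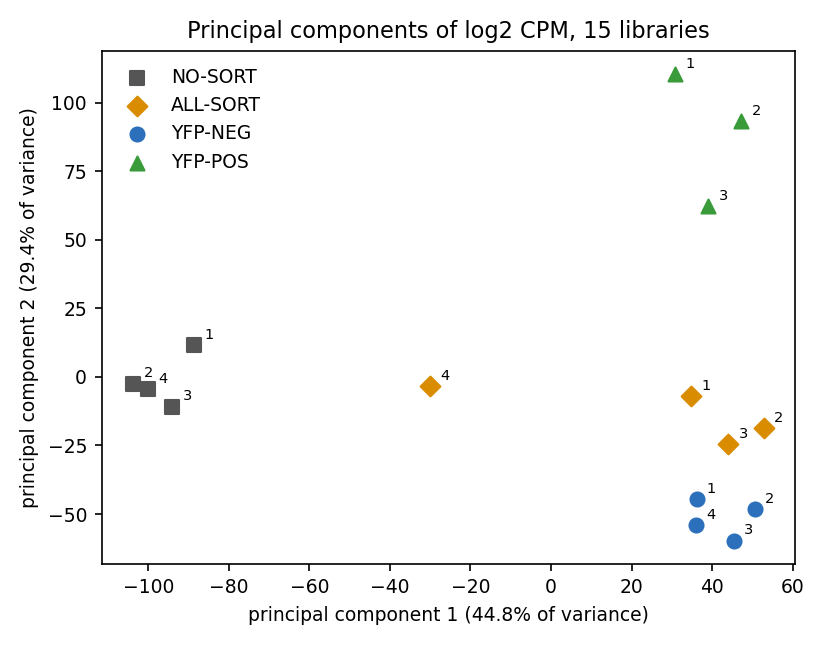
Each point is 1 library on principal components 1 (44.8% of variance) and 2 (29.4%) of log2 CPM, coloured by group, with the replicate number beside it. YFP-POS stands apart on component 2, NO-SORT on component 1, and ALL-SORT replicate 4 sits at -30.1 on component 1, between the other ALL-SORT libraries and NO-SORT.

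SHP2 (AT2G42830), whose promoter drives the sorted reporter, was read first as a check of the labels. Its level was 36.1 ± 4.39 CPM in YFP-POS (SD, n = 3) and 1.84 ± 0.611 CPM in YFP-NEG (n = 4), with a log2 fold change of 4.35 (SE 0.22, adjusted p = 2.77e-07, edgeR quasi-likelihood test, BH). All YFP-POS libraries lay above all YFP-NEG libraries. ALL-SORT held 8.21 ± 2.31 CPM and NO-SORT 6.70 ± 1.96 CPM (n = 4 each), a difference within the replicate spread (log2 fold change 0.31, SE 0.25, adjusted p = 0.424 in the edgeR test). The annotation places SHP2 across the neighbouring locus AT2G42835, and whether reads of that locus were counted as SHP2 is not stated. Over all alternatives the YFP-POS against YFP-NEG value ranged from 4.19, without YFP-NEG replicate 1, to 4.53, without YFP-NEG replicate 4. AP1 (AT1G69120) and CAL (AT1G26310), the other genes named in the genotype, were lower in YFP-POS. AP1 fell by 2.06 on the log2 scale (SE 0.20, adjusted p = 1.12e-05 by edgeR), from 157 to 187 CPM in the YFP-NEG libraries to 31.4 to 55.4 CPM in the YFP-POS libraries. CAL fell by 2.93 (SE 0.29, adjusted p = 1.24e-05 by edgeR), from 9.14 ± 1.96 to 1.16 ± 0.119 CPM. The plants carry an AP1 transgene, and how its reads were counted is not stated.

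The comparison of YFP-POS with YFP-NEG asks which genes differ between the reporter-expressing domain and the other cells of the inflorescence. Of 18830 genes tested with edgeR's quasi-likelihood test, 9184 (48.8%) were called at a BH adjusted p under 0.05, 4592 higher and 4592 lower in YFP-POS. The share of higher calls was 41.8% with upper-quartile scaling and 43.2% with library totals. The alternative that moved this count most was the adjusted p under 0.01, which left 6365 genes. At an adjusted p under 0.001 and at least 4-fold, 729 genes were called, 170 higher and 559 lower. DESeq2 gave the highest strict count, 1027, and leaving out YFP-POS replicate 2 the lowest, 510.

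The 5 genes with the largest increase in YFP-POS under the naming rule included all HECATE genes. HEC2 (AT3G50330) was at 89.3 ± 29.9 CPM in YFP-POS (SD, n = 3) and 1.37 ± 0.778 CPM in YFP-NEG (n = 4), a log2 fold change of 6.09 (SE 0.34, adjusted p = 4.08e-07 in the edgeR test). HEC1 (AT5G67060) was at 45.7 ± 10.8 and 0.781 ± 0.197 CPM, a log2 fold change of 5.91 (SE 0.24, edgeR adjusted p = 1.50e-07). AT3G49270 followed at 5.78 (SE 0.36), HEC3 (AT5G09750) at 5.77 (SE 0.33) and ABCG39 (AT1G66950) at 5.52 (SE 0.32). The 3 HEC genes are related in sequence, and reads shared among them could have been split in the counting.

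The 5 genes with the largest decrease were AT1G33430, AT5G52160, ENODL20 (AT2G27035), AT1G27710 and AT5G62080, with log2 fold changes of -7.02, -6.94, -6.41, -5.78 and -5.58 (SE 0.71, 0.86, 0.54, 0.84 and 0.92). Their edgeR adjusted p-values ran from 4.66e-06 for ENODL20 to 3.91e-04 for AT5G62080. Levels in YFP-POS rested on few counts, 1 to 9 per library over these genes. All 5 were highest in YFP-NEG replicate 4 among the YFP-NEG libraries. AT5G52160 was at 24.4 ± 22.4 CPM (SD, n = 4) there, with 57.2 CPM in YFP-NEG replicate 4 and 8.84 to 20.1 CPM in the others. Without YFP-NEG replicate 4 its log2 fold change was -6.07, and those of AT1G33430, ENODL20, AT1G27710 and AT5G62080 were -6.42, -5.89, -4.82 and -4.62. Without YFP-POS replicate 1 that of AT1G33430 was -8.51. In the annotation AT1G33430 overlaps AT1G33415 and AT1G27710 overlaps AT1G27720, so the assignment of their reads is uncertain.

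Of the 18 genes of the medial gynoecium list, 17 were called higher in YFP-POS both over all genes tested and when adjusted over the list alone. The median log2 fold change was 2.42 (camera, adjusted p = 8.57e-12). SHP1 (AT3G58780) rose by 5.11 (SE 0.34, adjusted p = 1.25e-06 by edgeR), STY1 (AT3G51060) by 4.63 (SE 0.21, 2.23e-07) and CRC (AT1G69180) by 4.02 (SE 0.21, 2.97e-07). CRC was at 279.9 ± 58.0 CPM in YFP-POS (n = 3) and 17.8 ± 4.70 CPM in YFP-NEG (n = 4). STM (AT1G62360) was the exception at -0.06 (SE 0.14, adjusted p = 0.731 by edgeR), with 74.2 ± 7.66 and 80.0 ± 11.5 CPM. SHP1, STK and CRC each overlap a neighbouring gene in the annotation.

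The stamen and petal list had 11 of its 12 genes tested, and MS1 did not pass the expression filter. Its median log2 fold change was -1.81 (camera, adjusted p = 9.31e-04), with 9 genes called lower and 1 called higher, the same counts when adjusted over the list alone. AP3 (AT3G54340) was at 53.2 ± 10.5 CPM in YFP-POS (n = 3) and 206 ± 13.3 CPM in YFP-NEG (n = 4), a log2 fold change of -1.91 (SE 0.16, adjusted p = 4.30e-06 by edgeR). EMS1 (AT5G07280) went the other way at 1.83 (SE 0.12, edgeR adjusted p = 1.26e-06). The lateral list showed no common direction (camera, adjusted p = 0.699): its median log2 fold change was 0.19, its mean was -0.04, and 4 of 10 genes were called higher and 2 lower. YAB2 and JAG in this list changed sign with the scaling. FUL (AT5G60910) carried the largest change of the list, -2.09 (SE 0.18, adjusted p = 4.57e-06 by edgeR). The REM list did not pass (camera, adjusted p = 0.0796), with a median of 0.93, 4 genes called higher and 2 lower. REM36 (AT4G31620) rose by 3.18 (SE 0.16, edgeR adjusted p = 2.77e-07), and REM1/REM34 (AT4G31610) was at 418 ± 53.4 CPM in YFP-POS (n = 3) and 53.6 ± 6.32 CPM in YFP-NEG (n = 4). REM25 (AT5G09780) fell by 2.24 (SE 0.19, 5.07e-06) and REM24 by 1.25. REM1/REM34 and REM35 overlap each other in the annotation, and the REM genes are related in sequence. With fry or an estimated correlation in place of the preset one, the medial and stamen and petal calls held, with adjusted p up to 0.0493, and the REM list passed under fry (5.06e-04) but not with the estimated correlation (0.392).

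**Figure D2:**
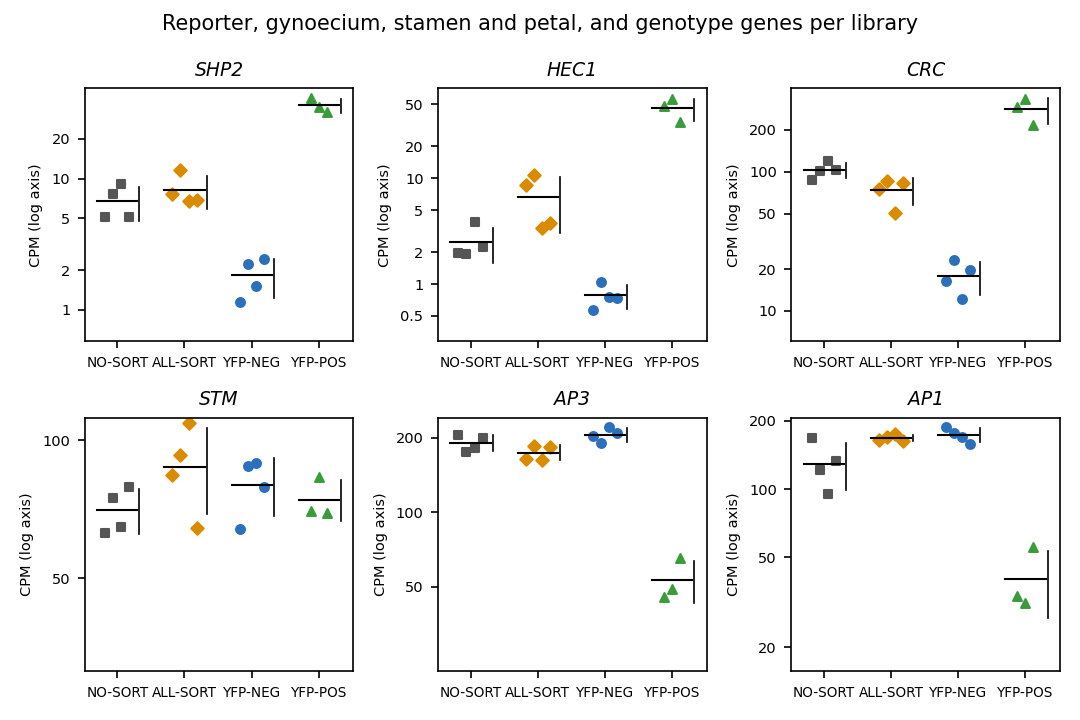
CPM per library on log axes for SHP2, HEC1, CRC, STM, AP3 and AP1 in the 4 groups; points are libraries, horizontal lines are group means and vertical lines are ± 1 SD. SHP2, HEC1 and CRC are higher in all 3 YFP-POS libraries than in any other library, STM overlaps between groups, and AP3 and AP1 are lower in YFP-POS.

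The comparison of ALL-SORT with NO-SORT asks what protoplast preparation and sorting changed, without separating this from differences between collections. Of 18733 genes tested with edgeR, 2518 (13.4%) were called at an adjusted p under 0.05, 1844 higher and 674 lower in ALL-SORT. The share of higher calls was 73.2% with TMM, 59.4% with upper-quartile scaling and 53.9% with library totals. Library totals moved the median log2 fold change of all genes from -0.04 to -0.16. Leaving out ALL-SORT replicate 4 raised the count to 5632, with 2900 higher and 2732 lower. The count fell to 1214, 1351 and 1204 without NO-SORT replicates 2, 3 and 4, and to 1419, 1543 and 1226 without ALL-SORT replicates 1, 2 and 3. In these fits the lower calls fell to 73, 90, 70, 147, 278 and 80, and the higher calls to between 1134 and 1272. Without NO-SORT replicate 1 the count was 3137, with 2090 higher and 1047 lower. The strict set held 301 genes, all higher in ALL-SORT. None was lower by edgeR, against 27 lower by at least 4-fold at an unadjusted p under 0.05, and DESeq2 called 3 strict genes lower. The strict count was 699 without ALL-SORT replicate 4 (644 higher, 55 lower) and 122 without ALL-SORT replicate 3. It was 0 in the edgeR test without ALL-SORT replicate 1 or 2 or any of the 4 NO-SORT libraries, where between 4690 and 6410 genes had an unadjusted p under 0.05. In these fits the lowest adjusted p ranged from 0.00119 to 0.00293.

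No gene lower in ALL-SORT met the naming rule. The 5 with the largest increase were AT1G22810, CML37 (AT5G42380), HSP17.4 (AT3G46230), MYB15 (AT3G23250) and RRTF1 (AT4G34410). RRTF1 was at 899.9 ± 459 CPM in ALL-SORT (SD, n = 4) and between 0.469 and 1.64 CPM in NO-SORT (n = 4), a log2 fold change of 10.17 (SE 0.68, adjusted p = 2.92e-04 by edgeR). CML37 was at 234 ± 138 and 0.150 ± 0.111 CPM, a log2 fold change of 10.54 (SE 0.79, edgeR adjusted p = 2.92e-04). The other genes had almost no counts in NO-SORT. MYB15 had 2505 counts over the ALL-SORT libraries and 2 over the NO-SORT libraries, a scaled ratio of 1356 with an exact 95% counting interval of 375 to 11207. AT1G22810 had 3189 and 2 counts, a ratio of 1727 (478 to 14265), and HSP17.4 had 1851 and 1 counts, a ratio of 2005 (359 to 79222). AT1G22810, HSP17.4 and RRTF1 overlap neighbouring loci in the annotation.

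All 15 genes of the stress list were called higher in ALL-SORT, over all genes tested and adjusted over the list alone, with a median log2 fold change of 5.68 (camera, adjusted p = 3.38e-19). The call held with fry (7.27e-05) and with an estimated correlation (0.0330). WRKY40 (AT1G80840) was at 234 ± 123 CPM in ALL-SORT (n = 4) and 0.421 ± 0.347 CPM in NO-SORT (n = 4), a log2 fold change of 9.14 (SE 0.70, adjusted p = 2.92e-04 by edgeR). The smallest change was that of JAZ10, 2.39 (SE 0.36, edgeR adjusted p = 0.00211). Within ALL-SORT, replicate 4 held the lowest levels: WRKY40 was at 59.3 CPM there and at 242 to 334 CPM in replicates 1 to 3, and ZAT12 was at 305 CPM there and at 1259 to 1987 CPM in the others. WRKY40, WRKY33, MYC2, ORA47 and DREB2A overlap neighbouring loci in the annotation.

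**Figure D3:**
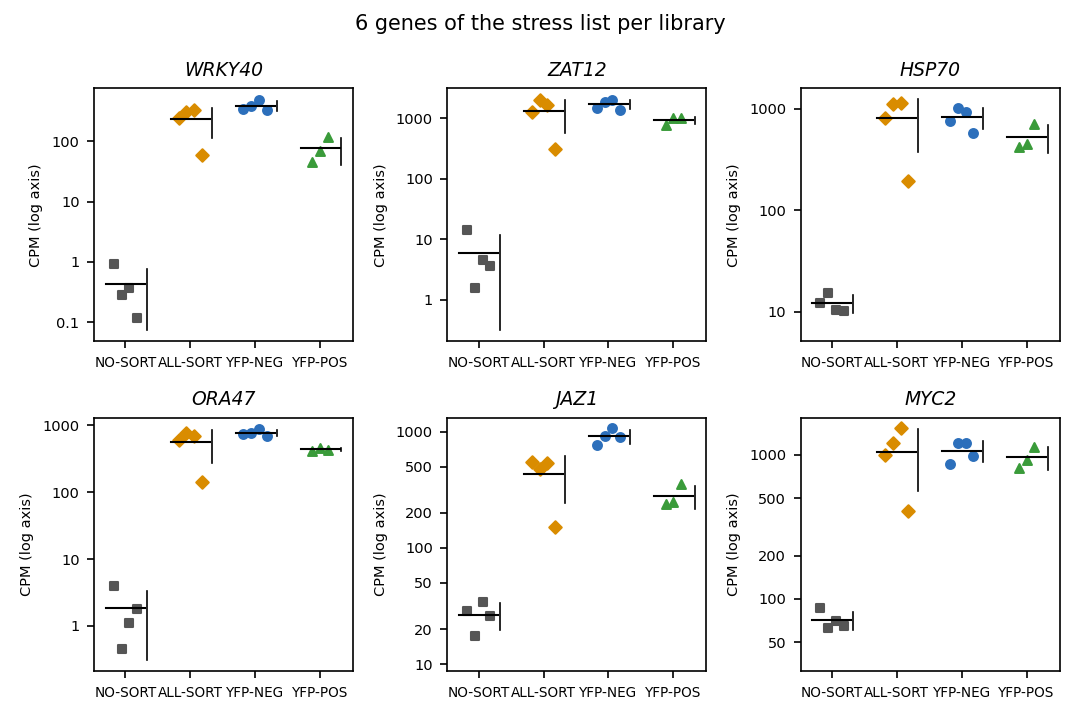
CPM per library on log axes for 6 genes of the stress list, WRKY40, ZAT12, HSP70, ORA47, JAZ1 and MYC2; points are libraries, horizontal lines are group means and vertical lines are ± 1 SD. The sorted libraries lie above all NO-SORT libraries, and ALL-SORT replicate 4 is the lowest ALL-SORT library for each gene, at 59.3 CPM for WRKY40.

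Removing the strict ALL-SORT against NO-SORT genes from the strict YFP-POS against YFP-NEG genes left 707 of 729, of which 167 were higher and 540 lower in YFP-POS. The 22 shared genes were all higher in ALL-SORT than in NO-SORT, and 19 of them were lower in YFP-POS than in YFP-NEG while 3 were higher. HEC3 (AT5G09750) was 1 of these 3, with a log2 fold change of 2.66 (SE 0.32, adjusted p = 7.10e-04 by edgeR) in ALL-SORT over NO-SORT. Of the medial list, HEC1, HEC2, SPT, NGA3, NGA4 and STY1 were also called higher in ALL-SORT than in NO-SORT, below the strict threshold. Among 18414 genes tested in both comparisons, 708 were strict in the YFP comparison and 301 in the sorting comparison, for which 11.6 shared genes were expected by chance (Fisher's exact test, 2-sided p = 0.00370). Without YFP-POS replicate 1, 13 genes were shared and Fisher's p was 0.328, and without YFP-POS replicate 3, 42 were shared (p = 2.67e-10). Without ALL-SORT replicate 4, 55 genes were shared, 49 lower and 6 higher in YFP-POS, and without ALL-SORT replicate 3, 11 were shared. With the replicate block in both comparisons 30 genes were shared, 29 lower and 1 higher in YFP-POS. The block changed the strict sorting set to 247 genes, although same-numbered ALL-SORT and NO-SORT libraries did not deviate together. Without ALL-SORT replicate 1 or 2 or any NO-SORT library the edgeR test left no strict sorting gene, so that none could be shared. The count of 707 became 962 with DESeq2, and among the fits with a library left out it moved most without YFP-POS replicate 2, to 494.

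YFP-NEG and ALL-SORT were both sorted, and ALL-SORT cells include YFP-positive ones. Of 18658 genes tested with edgeR, 2532 were called at an adjusted p under 0.05, 494 higher and 2038 lower in YFP-NEG. The share of higher calls was 19.5% with TMM, 35.0% with upper-quartile scaling and 31.0% with library totals. The count fell to 1087, 870 and 1244 without YFP-NEG replicates 1, 3 and 4, and to 1201 without ALL-SORT replicate 3. In these fits the higher calls fell to 101, 91, 90 and 153, and the lower calls to 986, 779, 1154 and 1048. The higher calls were 280 without YFP-NEG replicate 2 and 442 without ALL-SORT replicate 4. Without ALL-SORT replicates 1 and 2 they rose to 587 and 847. With the replicate number as a block the paired fit called 3522 genes, 1152 higher and 2370 lower. SHP2 was lower in YFP-NEG by a log2 fold change of -2.17 (SE 0.29, adjusted p = 0.00485 by edgeR). In YFP-POS against ALL-SORT, 2598 of 18767 genes were called, 631 higher and 1967 lower in YFP-POS. There the paired fit called 8074 genes, 3479 higher and 4595 lower. ALL-SORT replicate 4 has no YFP-POS partner and adds nothing to the fold changes of that fit. Without that library and without the block the count was 3082. Leaving out ALL-SORT replicates 1 and 3 gave 1694 and 1567, and leaving out YFP-POS replicates 1 and 2 gave 1155 and 1134. SHP2 was higher in YFP-POS than in ALL-SORT by 2.13 (SE 0.21, adjusted p = 9.42e-04 by edgeR), and AP1 was lower at -2.07 (SE 0.21, 9.42e-04).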

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

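The tests of single libraries given here were set down before their values were computed, except the test of a single share of sorted material over abundant raised genes in NO-SORT replicate 1, which was chosen after the result was seen. In each group of 4 libraries, a library was singled out when its gap to the nearest other one exceeded the 95% critical value of Dixon's test as a share of the group's range. Of 65 groups of values examined, 6 met this, where chance singles out about 1 in 20.

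The mean log2 CPM of the lateral list was 5.10 in ALL-SORT replicate 4 and 4.76 to 4.78 in the other ALL-SORT libraries (gap over range 0.963). A candidate explanation is non-sorted material in this library, since this list was lower in ALL-SORT than in NO-SORT and most genes raised by sorting lie between those groups in this library. After every library was thinned to the smallest total the gap of the list mean was 0.976, which argues against library size. With library totals in place of TMM it was 0.792, under the critical value. The TMM factor was 1.02 in replicate 4 and 0.927 to 0.985 in the others, so library totals set replicate 4 further above them. The lower value thus comes from a wider spread of the others, which argues against scaling as the reason. What the remaining tests of this library showed is given among the other observations.

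The mean of the stamen and petal list was 4.15 in YFP-NEG replicate 4 and 3.82 to 3.84 in the other YFP-NEG libraries (0.943), and log2 CPM of ENODL20 was 5.70 there and 4.23 to 4.33 in the others (0.932). Thinning to a common total left the gap of the list mean at 0.967, which argues against library size. With library totals in place of TMM the gap was 0.739, under the critical value, so the scaling may be part of the reason for the list. Only 4 of the 11 tested members were highest in replicate 4, so a few members could carry the list's difference. The scaling test covered the list mean and not ENODL20, which was at 52.1 CPM in replicate 4 and at most 20.1 CPM in the other YFP-NEG libraries, while the TMM factors of these libraries ranged only from 0.962 to 1.03. A different mix of floral stages in that collection stays open and was not tested.

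The 20 largest genes held 5.78% of the counts of YFP-NEG replicate 2 and 4.46 to 4.58% in the other YFP-NEG libraries (0.913). Thinning left the gap at 0.912. With ribosomal RNA and organelle loci left out the gap fell to 0.567, the share being 4.01% in replicate 2 and 3.57 to 3.76% in the others. Counts of these loci may thus be the source of most of the difference. No biological explanation was tested.

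In NO-SORT, log2 CPM of HSP17.4 was -3.45 in replicate 3 and -5.13 to -4.93 in the others (0.879). The gene had 1 count in replicate 3 and 0 counts in the other NO-SORT libraries, so the gap is a single count. RRTF1 was at 0.74 log2 CPM in NO-SORT replicate 1 and at -1.01 to -0.74 in the others (0.848). Of the 10 most abundant genes raised by sorting, 9 were highest in NO-SORT replicate 1 among the NO-SORT libraries. Over all 519 raised genes, 51.4% were highest in replicate 1, and 51.6% were higher in replicate 3 than in replicates 2 and 4. The values argue against sorted material in a single share as the reason for the 10 genes. They needed shares from -0.56 to 4.66%, with a median of 1.68%, and 12 of 68 other abundant and strongly raised genes had a whole level under 0.5 of what that median would bring. RRTF1 itself needed only 0.102%, and a trace of that size could not be excluded. A response of that tissue before it was frozen stays open and was not tested.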

How the results depend on the processing

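YFP-POS against YFP-NEG kept its counts within 1.5 times under all 18 alternatives run at an adjusted p under 0.05 (6365 to 9521 genes; 7910 to 9138 with a library left out) and all 17 for the strict set (659 to 1027; 510 to 882 with a library left out). In 7 of the 25 alternatives for the strict genes outside the sorting genes, which were limma-voom and leaving out ALL-SORT replicate 1 or 2 or any NO-SORT library, the strict sorting set was empty and nothing was removed, so these decide nothing. In the other 18 the count stayed within 1.5 times (699 to 962; 494 to 840 with a library left out), while the number of shared genes ranged from 11 to 65. SHP2 and the 15 genes named by the rule kept their direction and their call in every alternative run. The medial, stamen and petal, and stress lists did so as well.

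An analysis with each lane as a library was not run, since each column combines the lanes of a library.

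For ALL-SORT against NO-SORT, the count of 2518 became 3842 with DESeq2 and 960 at an adjusted p under 0.01, which is a stricter threshold on the same fit. With a library left out it ranged from 1204, without NO-SORT replicate 4, to 5632, without ALL-SORT replicate 4. The fit without ALL-SORT replicate 4 kept all 2518 of the genes called with it. The strict count of 301 became 585 with DESeq2, 534 with all 15 libraries in the fit and 0 with limma-voom, whose lowest adjusted p was 0.00131 and which had 6194 genes at an unadjusted p under 0.05. With a library left out it ranged from 0 to 699. It was 0 without ALL-SORT replicate 1 or 2 or any NO-SORT library, 122 without ALL-SORT replicate 3 and 699 without ALL-SORT replicate 4. Fewer libraries alone do not account for the empty sets. The fit without ALL-SORT replicate 4 has as many libraries, and its lowest adjusted p by edgeR was 3.70e-09. Without NO-SORT replicate 1 the calls at an adjusted p under 0.05 rose to 3137. The cause of the empty sets was not tested, and that of the increase without ALL-SORT replicate 4 is weighed among the other observations. The cause of the differences between tools was not tested.

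For YFP-NEG against ALL-SORT, the count of 2532 became 635 at an adjusted p under 0.01 and ranged from 870, without YFP-NEG replicate 3, to 2984 with a library left out. It was 1087 and 1244 without YFP-NEG replicates 1 and 4 and 1201 without ALL-SORT replicate 3. For YFP-POS against ALL-SORT, the count of 2598 became 923 at an adjusted p under 0.01 and 4665 with all 15 libraries in the fit. It ranged from 1134, without YFP-POS replicate 2, to 3082, without ALL-SORT replicate 4, and was 1155, 1694 and 1567 without YFP-POS replicate 1 and ALL-SORT replicates 1 and 3. With the replicate block it was 8074, and 2590 of the 2598 genes were among these. The paired fit takes no fold change from ALL-SORT replicate 4, but the count of 3082 without that library and without the block shows that its absence alone does not give the increase.

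The block gave 9521 genes for YFP-POS against YFP-NEG, among them 8754 of the 9184, and 785 strict genes. For YFP-NEG against ALL-SORT the block gave 3522 genes, among them 2456 of the 2532, with 1152 higher in place of 494 and 2370 lower in place of 2038. For ALL-SORT against NO-SORT, same-numbered libraries did not deviate together (r across genes from -0.0802 to 0.0372), so they share only a number. With the block there were 2064 genes and 247 strict genes.

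The lateral list changed direction under fry (adjusted p = 0.869) and without YFP-POS replicate 3 (0.846), and passed no threshold under any alternative (0.421 to 0.870). The REM list passed under fry (5.06e-04) and under no other alternative (up to 0.392). With a library left out it lay between 0.0593 and 0.133. The cause was not tested.

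No split of the libraries other than the real one gave as many called genes. The share was 1 of 35 splits in each of the 4 comparisons, the real one included. This is the lowest share that 35 splits can give, and it argues against chance over all splits. Splits that mix the groups put the real difference into the spread within each side, which lowers their counts. For YFP-POS against YFP-NEG, ALL-SORT against NO-SORT and YFP-NEG against ALL-SORT, every other split gave 0 genes by edgeR. For YFP-POS against ALL-SORT, 2 other splits gave any, the larger 96 genes, with ALL-SORT replicates 1 to 3 set against ALL-SORT replicate 4 and YFP-POS. Among the 8 splits that part as many same-numbered pairs as the real one does, the highest other counts were 0 for YFP-POS against YFP-NEG, 0 for YFP-NEG against ALL-SORT and 96 for YFP-POS against ALL-SORT. With 8 splits the share cannot fall under 0.05 whatever the counts, so the share among these splits cannot decide on chance. The real splits gave 9184, 2532 and 2598 genes. The fits with the replicate block, which keep the pairs, called 9521, 3522 and 8074. These counts argue against chance as the source of the calls in these comparisons. Depth limits genes with few counts, such as those with 1 or 2 counts over all NO-SORT libraries, whose ratios have wide counting intervals.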

Other observations

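The tests of ALL-SORT replicate 4 and of the genes raised by sorting were chosen after the results were seen, except those on library size of that library, its largest genes, sorted material in NO-SORT replicate 1, the sum of 2 deposited libraries, non-sorted tissue in YFP-POS and the mixture in ALL-SORT, which were set down before.

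ALL-SORT replicate 4 lay between the other ALL-SORT libraries and NO-SORT. With genes chosen without it, 502 of the 503 raised genes were below the lowest other ALL-SORT library. As many as 99.4% of them were above the highest NO-SORT library, which argues against a NO-SORT library under a wrong label. Neither thinning every library to the smallest total (median implied non-sorted share 77.9%) nor leaving out the 20 largest genes (78.1%) brought it near the other ALL-SORT libraries, whose medians were -19.7 to 32.3%. The values also argue against a weaker response by the same factor on the log2 scale for all genes. Strongly raised genes reached a median fraction of 0.614 of the log2 change and weakly raised genes 0.412, a difference of 0.202. It was -0.0430 to 0.0787 when another ALL-SORT library was treated in the same way. Those libraries reached fractions of 0.818 to 1.07, near the full change, so they are a weak yardstick for this difference. A weaker response by a factor that differs between genes is not excluded.

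A mixture remained. The deviation of ALL-SORT replicate 4 from a mixture of group means correlated at 0.768 across 13686 genes with the deviation of NO-SORT replicate 1, and at -0.39 to -0.11 with those of the other NO-SORT libraries, although genes are not independent replicates. A weighted sum of the counts of NO-SORT replicate 1 and another ALL-SORT library lay close to replicate 4, with chi-square per degree of freedom from 1.56 to 2.97. Sums with another NO-SORT library gave 17.5 to 33.4, and such sums for the other ALL-SORT libraries gave 16.6 to 25.2. Over the 13686 genes, log2 ratios to the mixture with NO-SORT replicate 1 had an SD of 0.08, against 0.27 to 0.37 for the other ALL-SORT libraries about their mean. ALL-SORT replicate 4 may thus hold material of NO-SORT replicate 1 together with material of sorted cells. In these weighted sums NO-SORT replicate 1 would give 72.6, 78.9 and 78.2% of its counts, with ALL-SORT replicates 1, 2 and 3 as the other part.

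Several points limit this hypothesis. Explanations by a mixture were first tested at the TMM scale, with the mean of the NO-SORT libraries and then with NO-SORT replicate 1, and neither met the condition written for it. Only then were these explanations narrowed to 1 share at that scale, and the test that leaves the scale free was added after the first weighted sums had been seen, so its fit is weak evidence. The value of 1.56, with ALL-SORT replicate 3, is above the limit of 1.5 set beforehand for sampling noise alone, which argues against an exact sum of these 2 deposited libraries. At the TMM scale, a single share of NO-SORT replicate 1 was not met: the median of 70.5% among lowered genes lay outside the interquartile range among raised genes, 75.3 to 82.1% with a median of 78.8%. With the mean of the NO-SORT libraries it was 70.8% among lowered genes, outside 73.5 to 81.7%. The raised median for that mean, 78.0%, lay inside the interquartile range among lowered genes, 55.5 to 88.7%, so a single share is not excluded there. For NO-SORT replicate 1 the range among lowered genes, 67.8 to 73.6%, did not hold the raised median. A change of 5.43% in the scale of replicate 4 would equate the medians with NO-SORT replicate 1, so these shares depend on the scaling.

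A set of 66 genes was chosen that ALL-SORT replicates 1 to 3 hold at under 25% of the mean of NO-SORT replicates 2 to 4. Over these genes the chi-square per degree of freedom between ALL-SORT replicate 4 and NO-SORT replicate 1 was 13.8. This was below the 44.4 to 218 between different NO-SORT libraries but above sampling noise. The choice left out NO-SORT replicate 1, and such genes can be lower in it than in sorted libraries. AT1G27710 was at 0.328 CPM there and at 5.61 to 18.5 CPM in ALL-SORT replicates 1 to 3. It ranged from 19.3 to 101 CPM in NO-SORT replicates 2 to 4, so values between NO-SORT libraries are a loose yardstick. The first limit, 5%, left 2 genes with a value of 0.339, and it was raised to 25% after that was seen. Genes at the higher limit still take counts from the sorted part, so whether the library itself or other material of the same tissue was mixed in cannot be told apart. The share of sorted material implied for NO-SORT replicate 1 had a median of 0.8999% over 519 raised genes, with an interquartile range of -0.18 to 3.80% that includes 0. The sorted part could stem from the cells sorted as replicate 4: the deviation of the library from the mixture correlated at 0.259 across genes with that of YFP-NEG replicate 4, and at -0.17 to 0.02 with those of the other YFP-NEG libraries. Whether the mixing took place at the bench or in the tables was not tested.

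Genes raised by sorting were lower in YFP-POS than in YFP-NEG. Of the 301 strictly raised genes, 271 had a negative log2 fold change and 210 were called lower, with a median of -0.96. Random lists matched on mean expression gave medians of 0.02 to 0.18 in their central 95%, and none of 10000 was as low, which argues against expression level. The median was -0.97 under the scaling that brought it closest to 0 among the alternatives and -0.95 after thinning to the smallest total, so neither scaling nor library size accounts for it. Non-sorted tissue in the YFP-POS libraries would raise genes that sorting lowers, with a predicted median of 0.79, but the 509 such genes had a median of -0.14. The stress list, tested here after its values were seen, had 15 of 15 genes lower and 10 called lower, with a median of -0.95 (camera, p = 5.75e-05; fry, p = 0.00436; camera with an estimated correlation, p = 0.241). The medial domain may respond less to sorting, or the cell types of YFP-NEG more, and a difference in handling between the sorted fractions stays open. None of these was tested.

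Genes that differ between YFP-POS and YFP-NEG had levels between those groups in ALL-SORT. In the mean of ALL-SORT replicates 1 to 3, the implied share of YFP-POS was 19.5% among 114 strict genes higher in YFP-POS (interquartile range 16.1 to 23.3%) and 33.1% among 262 strict genes lower in it (20.3 to 43.2%). These medians lie outside each other's range, but the single libraries differ. In replicate 1 the ranges, 13.3 to 22.2% and 27.0 to 47.3%, did not overlap. In replicate 2 the medians were 24.5% and 28.0%, each inside the other's range, and in replicate 3 they were 16.2% and 32.1%, with only the first inside. The values of the mean and of replicate 1 argue against a mixture of both populations in a single share. Replicate 2 does not exclude it, although its median of 28.0% lay at the upper end of the other range, 18.9 to 28.1%. Replicate 3 does not decide it. Cells that fell in neither YFP gate are an open explanation that was not tested.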
